A study of Entamoeba histolytica with 3 samples. Its data were reported in "High Throughput Sequencing of Entamoeba 27nt Small RNA Population Reveals Role in Permanent Gene Silencing But No Effect on Regulating Gene Expression Changes during Stage Conversion, Oxidative, or Heat Shock Stress" (2015).

How the data were processed

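Small RNAs were measured in trophozoites, the growing form, of the amebic parasite Entamoeba histolytica strain HM-1:IMSS. Per the labels, 18 culture tubes were divided into 3 groups of 6 tubes. The first group was left untreated at 37 °C (basal growth), the second received 1 mM hydrogen peroxide for 1 h (oxidative stress) and the third was held at 42 °C for 1 h (heat shock). Per the study's methods, RNA from all biological replicates of a condition was pooled before library construction, so each condition was represented by 1 library. RNA of 15 to 30 nt was cut from a gel, treated with tobacco acid pyrophosphatase to turn 5' polyphosphate ends into single phosphates that can be ligated, made into barcoded libraries with a commercial small RNA kit and sequenced on an Illumina MiSeq.

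The values used were the whole-number counts of antisense small RNAs per gene that the authors deposited, in 1 table of 4303 genes with 1 column per library. An antisense small RNA is one that matches the strand opposite to a gene's transcript. The authors removed barcodes, selected reads by length, collapsed duplicate reads so that each distinct sequence entered once, set aside reads matching tRNA and rDNA, and aligned the remainder with Bowtie without mismatches and with all alignments reported, to an AmoebaDB release of the genome and its annotated transcripts. The deposited counts were not scaled for library size. The program that assigned reads to genes, its treatment of reads that match more than 1 gene and the rule by which genes were listed were not given in the sources used here. The name of the deposited table gave the size class as 27 nt.

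These steps set limits on the counts. Because duplicates were collapsed, a count was taken to reflect distinct sequences, although the sources used here do not settle this. Such a count can rise more slowly than the amount of RNA when a gene is deeply sampled. Because all alignments were kept, genes with near-identical copies can hold the same reads, and overlapping genes can share them. Of the 314 genes in the comparisons, 16 fell into 7 sets with identical counts in all 3 libraries, and when these genes were redrawn independently 100 times no identical sets arose (0 at most). The values of those 16 genes were treated as uncertain, and an alternative counted each set once. Other genes had nearly the same counts in all 3 libraries without being identical, and such sets were not counted. Shared reads may therefore reach beyond those 16 genes. The alternative covers exact ties only and cannot show how far the results depend on shared reads.

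Each count was divided by its library's column total to give a share, and libraries were compared by the log2 ratio of shares after a pseudocount of 0.5 was added to each count. The ratios were summarised over genes with a mean of at least 20 counts over the 3 libraries, and genes at least 2-fold apart, a log2 ratio of 1 in either direction, were counted. The criterion of 20 counts per gene followed the study. With 1 library per condition no test between conditions was run and no p-value was computed. Shares were given Wilson 95% intervals, and ratios 95% intervals from the exact Clopper-Pearson interval of one library's part of a gene's summed count. A count of 0 was taken to allow up to 3 counts. All intervals and limits cover counting error only and leave out variation between cultures and library preparations. They treat counts as independent draws, which does not hold where a read was counted at several genes.

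To show what counting error alone would give, 100 sets of 3 libraries were simulated in which every gene had the same share in each library and the real column totals were kept. The calculation was tested on simulated counts in which 200 of the 4303 genes were changed 3-fold. In the comparison of oxidative stress with basal growth 23 of the 23 changed genes that passed the count filter were recovered, in heat shock against basal growth 22 of 23, and in heat shock against oxidative stress 27 of 27. The number of unchanged genes called was 0 in each, and the 95% intervals held the true ratio for 94.9%, 95.5% and 95.8% of the unchanged genes, in the same order.

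The comparisons, the filter, the 2-fold rule, the alternatives and the rule for naming genes were fixed before the data were examined, apart from the additions named here. Named were the 5 genes with the highest basal count, the 3 highest and 3 lowest log2 ratios of each stress library against basal growth, and up to 10 genes with at least 20 counts in some but not all of the libraries. The rule gave 18 genes. Alternatives were count criteria of 10 and 50, a criterion scaled with depth, thinning of every library to 117010 counts, scaling by median of ratios, by TMM, by the study's number of unique reads and by the total without the 10 highest genes, a pseudocount of 5, mean counts of 5 and 50 as filters, no filter, a 1.5-fold rule, and square roots in place of logarithms. Chosen after seeing the data were scaling by the study's number of sequenced reads, counting genes with identical counts once, and leaving EHI_000260 out. Genes were named by the locus tags of the deposited table. A RefSeq gene table of assembly JCVI-ESG2-1.0 was used only for names and for neighbouring genes. It held 4277 of the 4303 locus tags and gave the tag itself as the symbol of each gene named here, except EHI_041465, which it did not hold. The sources used here did not say whether it matches the release used for the counts, so no coordinates are printed. Start positions served only to order neighbouring genes and to see whether EHI_000260 and its neighbour overlap in that table.

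Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. TMM factors came from edgeR 4.0.16 and median-of-ratios factors from DESeq2 1.42.0 in R 4.3.3, as scaling alternatives only. Sense reads, intergenic reads and mRNA expression were not analysed here.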

Results

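The study asked whether the 27 nt small RNAs of Entamoeba histolytica, which lie antisense to silenced genes, change when trophozoites are stressed. Antisense small RNAs were counted per gene in 1 library each from basal growth, oxidative stress (1 mM hydrogen peroxide for 1 h) and heat shock (42 °C for 1 h). Each library was made from pooled RNA, so none of the differences between libraries given here has a replicate check, and they compare these libraries rather than the conditions. The intervals given with values are 95% intervals for counting error only. Genes are named by locus tag, and no coordinates are given.

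The summed antisense counts were 117010 in the basal library, 164614 under oxidative stress and 215218 after heat shock. Whether a read that matches several genes entered several counts was not given in the sources used here. The sums of the stress libraries were 1.41 and 1.84 times that of the basal library. These are sums of deduplicated antisense counts, and by the number of reads sequenced the libraries differed more in depth. Of the 4303 genes listed, 1892 had no count in any library. A count of 0 allowed a share of up to 0.00256% of the basal library, 0.00182% of the oxidative stress library and 0.00139% of the heat shock library. A further 2047 genes had a highest count of 1 to 4. Between these and the genes rich in small RNAs lay a sparse range, with 48 genes whose highest count was 5 to 19 and 14 at 20 to 99. The remaining 302 genes reached 100 counts or more in at least 1 library.

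**Figure D1:**
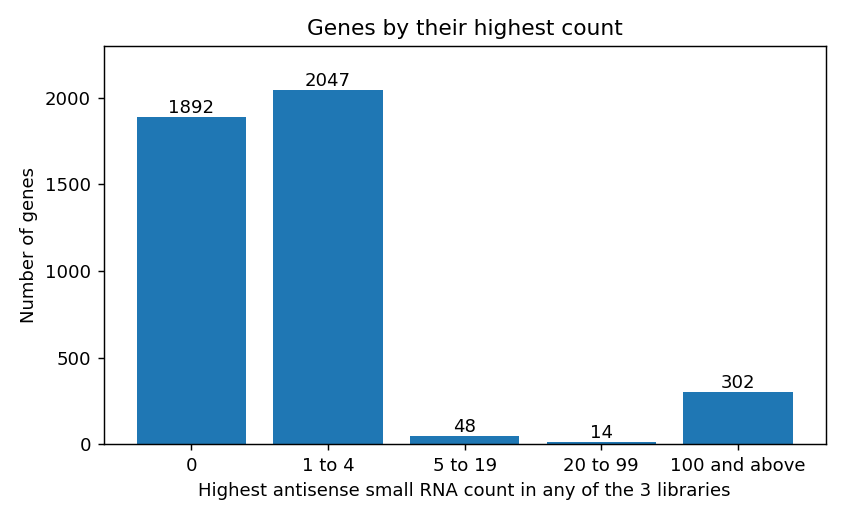
Number of genes (vertical axis) by their highest antisense small RNA count in any of the 3 libraries (horizontal axis, in classes). The classes from 5 to 19 and from 20 to 99 counts held 48 and 14 genes, between 2047 genes at 1 to 4 counts and 302 genes at 100 counts and above.

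To ask whether stress changed which genes are targeted, genes with at least 20 antisense small RNAs were compared between libraries. There were 312 such genes in basal growth, 314 under oxidative stress and 315 after heat shock, and they held 99.2%, 99.5% and 99.1% of the counts, respectively. Their median count was 307 in basal growth, 425.5 under oxidative stress and 569 after heat shock. The union of the sets was 316 genes. Of these, 311 met the criterion in all 3 libraries, 3 in 2 libraries and 2 in 1 library. In 100 simulated sets of unchanged libraries the number in all 3 libraries was 310 to 313, the number in 2 libraries 0 to 5 and the number in 1 library 0 to 5. The observed overlap was therefore within the range that counting error gave. With a median of 307 counts in basal growth, most of these genes could fall several-fold and still meet the criterion. The overlap cannot show such changes, which the ratios below address. Of the alternatives, a criterion of 50 counts moved the overlap most, to 301 of 311 genes in all 3 libraries.

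The 5 genes outside the common set had counts near the criterion in at least 1 library. EHI_119790 had 14 counts in basal growth, 35 under oxidative stress and 27 after heat shock. EHI_145490 had 18, 22 and 25 counts in the same order. EHI_041465 had 6, 14 and 23 counts, and EHI_154550 had 13, 8 and 21. For these 4 genes the intervals of both ratios against basal growth included 0. The remaining gene, EHI_000260, had 38 counts in basal growth, 58 under oxidative stress and 19 after heat shock, the last just under the criterion in the deepest library.

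Counts per gene were closely related between libraries. Over the 314 genes with a mean of at least 20 counts, Pearson's r of log2 counts across genes was 0.991 for basal growth and oxidative stress, 0.988 for basal growth and heat shock and 0.992 for the pair of stress libraries. The corresponding Spearman's rho was 0.993, 0.992 and 0.996. Genes are not independent replicates, and these coefficients describe the 3 library pairs only. Simulated unchanged libraries gave r of 0.990 to 0.996, 0.992 to 0.996 and 0.993 to 0.996, so the first value lay within the simulated range and the others below theirs. Without a filter on low counts Pearson's r fell to 0.938, 0.911 and 0.921.

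**Figure D2:**
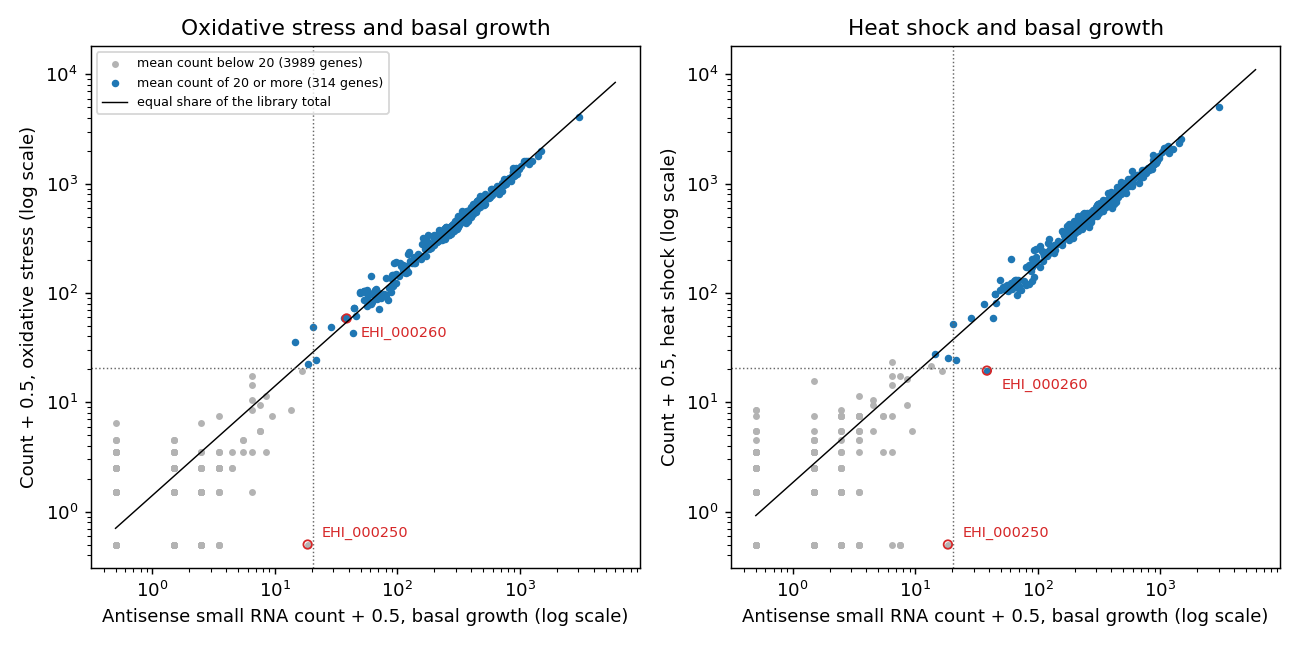
Antisense small RNA count plus 0.5 of each gene in the oxidative stress library (left) and the heat shock library (right) on the vertical axes against that in the basal library on the horizontal axes, all on log scales; each point is a gene, the solid line marks an equal share of the library total and the dotted lines mark 20 counts. The 314 genes with a mean of at least 20 counts lie along the line, with EHI_000260 (38 basal and 19 heat shock counts) below it on the right and EHI_000250 (18 basal counts, 0 in either stress library) at the foot of both panels.

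For oxidative stress against basal growth, the median log2 ratio of shares over the 314 genes was 0.01 and its SD across genes was 0.17. The 5th to 95th percentiles were −0.16 to 0.35. At the 2-fold rule 0 genes were higher and 0 lower, and simulated unchanged libraries gave up to 2. The SD lay within the simulated 0.118 to 0.175, whose mean was 0.140. Counting intervals lay above 0 for 15 genes and below 0 for 11. In 20 simulated sets the mean number of genes, summed over both directions, was 13.6. The 15 genes above 0 exceeded that mean without the 11 below 0 being added. The alternative that moved the median most was the absence of a filter on low counts, at −0.49 over 2411 genes, which is the ratio of a gene with equal counts in both libraries. The highest ratios were those of EHI_119790 at 0.80 (−0.10 to 1.84), EHI_029940 at 0.75 (−0.01 to 1.60; 20 and 48 counts) and EHI_001730 at 0.74 (0.31 to 1.21; 60 and 142 counts). The lowest were those of EHI_168840 at −0.49 (−1.14 to 0.15; 43 counts in either library), EHI_165650 at −0.47 (−0.97 to 0.03; 70 and 71 counts) and EHI_037690 at −0.46 (−0.91 to −0.01; 84 and 86 counts). Of these 6 genes, EHI_001730 and EHI_037690 had intervals that excluded 0. They were chosen as extremes of 314 ratios, and intervals of extremes exclude 0 more often than those of a gene picked in advance.

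For heat shock against basal growth, the median log2 ratio was 0.02 and the SD 0.20, above the simulated 0.116 to 0.157. Without EHI_000260 the SD was 0.17, which was still above that range. The 5th to 95th percentiles were −0.23 to 0.29. Counting intervals lay above 0 for 24 genes and below 0 for 23, against a simulated mean of 13.95 genes summed over both directions. At the 2-fold rule 0 genes were higher and 1 was lower, EHI_000260, and simulated libraries gave up to 1. Its ratio was −1.86 (−2.76 to −1.05). At its basal share 69.9 counts would have been found in the heat shock library, where it had 19. The largest ratio of any gene in either direction over the 100 simulated sets was 1.65. Reads of EHI_000260 can be shared with EHI_000250, with which it overlapped in the RefSeq table. The next lowest ratios were those of EHI_074490 at −0.69 (−1.59 to 0.23; 21 and 24 counts) and EHI_168840 at −0.45 (−1.04 to 0.16; 43 and 58 counts). The highest were those of EHI_001730 at 0.88 (0.46 to 1.33; 60 and 204 counts), EHI_119780 at 0.52 (0.04 to 1.03; 49 and 130 counts) and EHI_174610 at 0.51 (0.17 to 0.88; 93 and 245 counts).

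**Figure D3:**
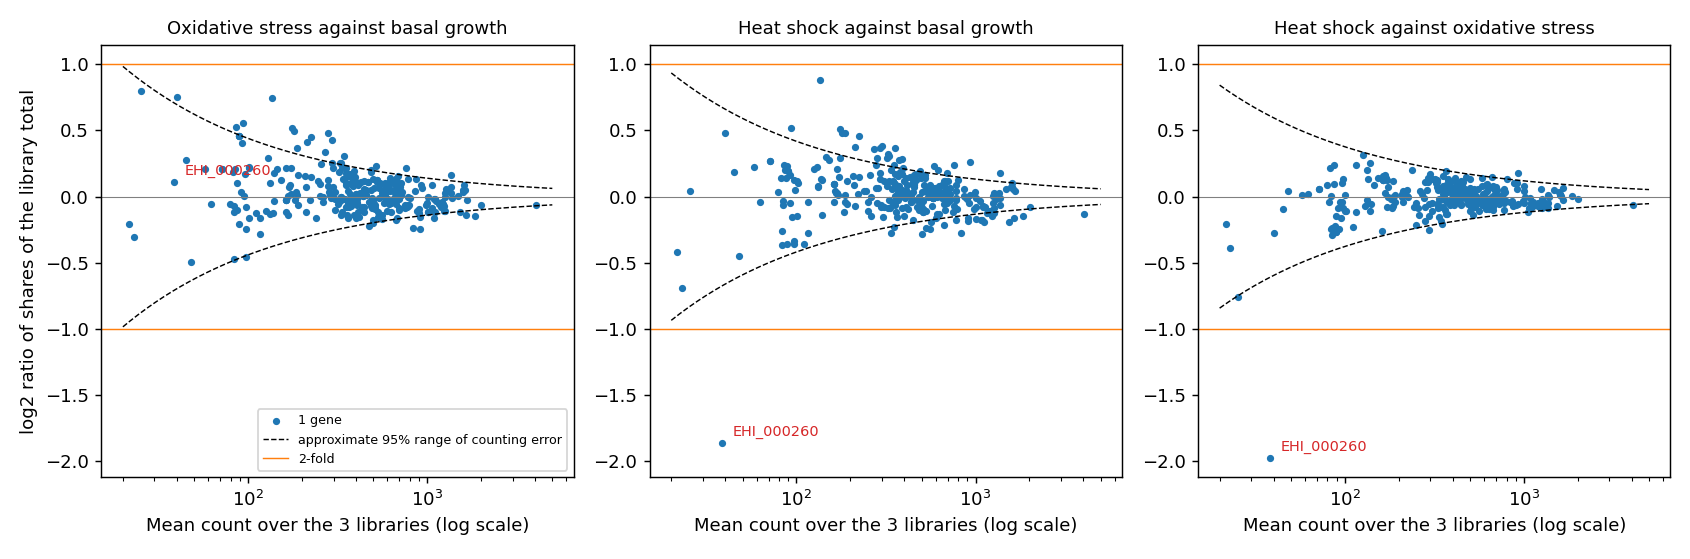
Log2 ratio of shares (vertical axes) against the mean count over the 3 libraries (horizontal axes, log scale) for the 3 library pairs; each point is 1 of the 314 genes, dashed curves mark the approximate 95% range of counting error and solid orange lines mark 2-fold. EHI_000260 lies beyond 2-fold in both panels with the heat shock library, at −1.86 and −1.97, and no other gene does.

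The stress libraries were also compared with each other, to set their difference beside the differences from basal growth. For heat shock against oxidative stress, the median log2 ratio was −0.01 and the SD 0.155, just above the simulated 0.104 to 0.149. Without EHI_000260 the SD was 0.11, near the lower end of that range. Counting intervals lay above 0 for 1 gene and below 0 for 5, against a simulated mean of 14.6 genes summed over both directions. At the 2-fold rule EHI_000260 was again the only gene, at −1.97 (−2.83 to −1.23).

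The 5 genes with the highest basal counts had similar shares in all 3 libraries. EHI_164190 had 3017 counts in basal growth, 4057 under oxidative stress and 5076 after heat shock, or 2.58% (2.49 to 2.67), 2.46% (2.39 to 2.54) and 2.36% (2.30 to 2.42) of the library totals. Its log2 ratio against basal growth was −0.07 (−0.13 to 0.00) under oxidative stress and −0.13 (−0.19 to −0.06) after heat shock. The next highest in the basal library were EHI_041780 with 1472, 1984 and 2559 counts, EHI_037670 with 1411, 1795 and 2349, EHI_018000 with 1261, 1615 and 2073, and EHI_190200 with 1175, 1522 and 1892. Their ratios ran from −0.15 to −0.06 under oxidative stress and from −0.19 to −0.08 after heat shock, and they stayed below 0 under each scaling tried. These genes were chosen by their basal count, the denominator of both ratios, which favours ratios below 0. Of the 50 genes with a mean of at least 800 counts over the 3 libraries, 34 had a ratio below 0 under oxidative stress and 34 after heat shock when scaled by the column totals, and the others were at 0 or above. The 10 highest genes of each library held 11.8%, 11.5% and 11.5% of the counts.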

Values the study reported

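The study reported 624,954 reads sequenced in basal conditions, 1,021,263 under oxidative stress and 1,515,079 after heat shock. After duplicates were removed there were 242,277, 342,164 and 477,907 unique reads. Of these, 117,402, 166,493 and 219,524 mapped to the genome. Of the unique reads, 61,098 in basal growth, 85,034 under oxidative stress and 110,778 after heat shock mapped antisense to genes. The study found that 316 of 8,333 annotated ORFs had ≥20 small RNAs and that 311 of the 316 met this criterion in every condition.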

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

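Scaling by the study's sequenced reads, counting genes with identical counts once and leaving EHI_000260 out were chosen after the results were seen, and the other alternatives before. Alternative values were found for the overlap, the ratios' median and SD, the number of genes at least 2-fold apart and the correlations. Of these 161 values, 112 stayed close to the value in the report and 49 moved. Close meant within 1.5 times for numbers of genes and within the spread of redrawn counts for the others. Some of the 112 could not move, since scaling leaves an SD unchanged and the 1.5-fold rule leaves medians and SDs unchanged. The tally is therefore no measure of robustness. The medians lay close to 0, and some of those that moved, given below with their signs, changed sign. Of 216 alternative ratios of named genes 202 stayed within their counting intervals, 14 moved and 0 with an interval excluding 0 changed sign. Those that moved were ratios of the 5 highest genes and EHI_174610 under scaling by the study's totals. The ratio of EHI_000260 after heat shock stayed past 2-fold in each scaling and with each pseudocount tried. Thinning, the pseudocount of 5, median of ratios, the total without the 10 highest genes and counting identical genes once moved none of the medians, SDs and 2-fold counts.

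The number of genes with at least 20 counts in any or all libraries stayed within 1.5 times under each alternative. The few genes in 2 libraries became 5 at a criterion of 10, 6 at a criterion of 50, 1 (median of 100 draws) when thinned to the shallowest library and 1 with the criterion scaled with depth. Those in 1 library became 5 at a criterion of 10 and 4 at a criterion of 50. These are small numbers, and which genes they were was not compared. The cause was not tested.

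The filter on low counts had the largest effect. With no filter on low counts, which brought in genes with a few counts in a single library, the number at least 2-fold apart was 1023 of 2411 genes for oxidative stress against basal growth (468 higher, 555 lower), 649 for heat shock against basal growth and 1521 for heat shock against oxidative stress (1112 higher, 409 lower). The medians became −0.49, 0.10 and 0.12, the SDs 1.11, 1.305 and 1.26, Pearson's r 0.938, 0.911 and 0.921, and Spearman's rho 0.418, 0.257 and 0.305. No split is given for heat shock against basal growth, because the pseudocount was the same in libraries of unequal totals and fixed it. There, 1 count against 0 gave a ratio of 0.71 and was not called, whereas 0 against 1 gave −2.46 and was. In the other comparisons both cases were called, at 1.09 and −2.08 for oxidative stress against basal growth and at 1.20 and −1.97 between the stress libraries. Depth enters these splits too, and the numbers of low-count genes with a count after thinning are given with the other observations. The median of −0.49 is the ratio of any gene with equal counts in the oxidative stress and basal libraries. With a mean of at least 5 counts the SDs were 0.40, 0.44 and 0.25. The genes at least 2-fold apart were then 4, 4 and 5. They were EHI_000250, EHI_154550, EHI_160990 and EHI_169070, all lower, for oxidative stress, and EHI_000250, EHI_000260 and EHI_130470, lower, with EHI_113890, higher, for heat shock. For the stress libraries against each other they were EHI_000700, EHI_113890, EHI_160990 and EHI_169070, higher, and EHI_000260, lower. Those outside the naming rule were named after their values were seen. With a mean of at least 50, which removed EHI_000260, 0 genes were 2-fold apart in either comparison with heat shock, and the SDs were 0.16 against basal growth and 0.10 against oxidative stress. Without EHI_000260 alone, the numbers were likewise 0 and the SDs 0.17 and 0.11, so both single calls rest on this gene.

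With the 1.5-fold criterion 3 genes were apart for oxidative stress against basal growth, 3 for heat shock against basal growth and 2 for heat shock against oxidative stress. On square roots of counts Pearson's r was 0.994, 0.993 and 0.997.

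A scaling shifts every gene's ratio by a similar amount. TMM moved the medians against basal growth to 0.048 for oxidative stress and 0.055 for heat shock. Scaling by the study's unique reads shifted heat shock ratios by −0.10 against either library, to medians of −0.078 against basal growth and −0.10 against oxidative stress. Scaling by the study's sequenced reads shifted ratios by −0.22 for oxidative stress against basal growth, −0.40 for heat shock against basal growth and −0.18 between the stress libraries, to medians of −0.20, −0.38 and −0.19. Under this scaling 2 genes, EHI_000260 and EHI_074490, were 2-fold lower after heat shock than in basal growth. Relative to those shifts the differences among genes were as in the report. Whether antisense small RNAs as a class fell per sequenced read cannot be read from deduplicated counts, since the share of duplicate reads rises with depth, and the cause was not tested.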

Other observations

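The tests on EHI_000260, on chance placement of neighbouring genes, on counting error and deduplication at unequal depth for the low-count genes and the trend with the mean count, and on the shared basal library without EHI_000260 were chosen after the result was seen, as were the 2000 simulated pairs for the spread between the stress libraries. The antisense counts summed to 117010, 164614 and 215218 in basal growth, oxidative stress and heat shock. These totals are higher than the numbers of antisense reads quoted from the study above. They lie well above those numbers and near the numbers of reads mapped to the genome quoted there. How reads that match several genes were counted was not given in the sources used here, so it is not settled that a count is a number of distinct antisense sequences. Reads counted at several genes would make counts dependent between genes, which the counting intervals and simulated libraries leave out.

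EHI_000260 was lower in the heat shock library than in either other library. The interval of its ratio against basal growth, −2.76 to −1.05, excluded 0, and the largest ratio of any gene in 100 simulated library pairs was 1.65, smaller than the observed fall of its ratio to −1.86, which argues against counting error. Library depth went the other way, since the heat shock library was the deepest. When it was thinned to the basal total the highest count of EHI_000260 in 100 draws was 16. Thinning can only lower its count of 19, already under the 38 in basal growth, so the draws add no evidence on depth. EHI_000250, its neighbour in the RefSeq table, was looked up after these values were seen. It had 18 counts in basal growth and 0 in either stress library. The upper limits of its log2 ratios against basal growth were −2.63 under oxidative stress and −3.02 after heat shock. The pair did not move together under oxidative stress, where EHI_000260 had 58 counts. An effect of heat on this locus may be involved, but with 1 library per condition it cannot be told apart from a difference between these libraries other than heat.

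Genes with few counts took a different share of each library. The 3989 genes with a mean under 20 counts held 0.784% (0.735 to 0.836) of the basal library, 0.535% (0.501 to 0.572) of the oxidative stress library and 0.913% (0.874 to 0.954) of the heat shock library. The number of these genes with a count was 686, 620 and 1323. After thinning to the basal total, medians of 466.5 (448 to 493 in 100 draws) were left under oxidative stress and 806.5 (770 to 835) after heat shock. Counting error was argued against for the low share under oxidative stress, whose upper bound of 0.572% lay under the lower bound in basal growth. If deduplication had held back the rich genes more in deeper libraries, the share of low-count genes would have been above that of the shallower basal library, whereas under oxidative stress it was 0.683 times the basal share. To reduce reads shared by gene families, genes with a count of 5 or more in any library were left out and sets of genes with identical counts reaching 3 were counted once, which kept 3903 genes. The ratio was then 0.663 (0.594 to 0.740) under oxidative stress and 1.19 (1.09 to 1.31) after heat shock. These are shares of the summed antisense counts. Scaled instead by the unique reads of each library, a choice made after the result was seen, the counts on the 3989 genes were 0.680 times those in basal growth under oxidative stress and 1.09 times after heat shock. Scaled by the reads sequenced they were 0.588 and 0.884 times. The value under oxidative stress was below basal growth with each scaling, whereas the direction after heat shock depended on it. For the excess after heat shock, deduplication was not excluded. With 1 library per condition, a difference between these libraries other than treatment cannot be told apart from stress.

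The ratio against basal growth tended to fall slightly, though not steadily, as the mean count rose. Its median for oxidative stress went from 0.11 in the genes with means of 20 to 100 counts to −0.04 in those of 800 and above, and for heat shock from 0.05 to −0.07. In the classes from 100, 200 and 400 counts the medians were 0.02, 0.07 and 0.02 for oxidative stress. For heat shock they were 0.10, 0.06 and 0.02, so there the lowest class was not the highest in ratio. Spearman's rho across the 314 genes was −0.21 for oxidative stress, below the simulated −0.165 to 0.162. For heat shock it was −0.27, below −0.146 to 0.138. This argues against the pseudocount and against counting error in independent genes. Reads shared by several genes would widen these ranges and were not simulated, so counting error was not excluded. A slower gain of distinct sequences in deeply sampled genes is a candidate explanation. It would also have given a trend between the stress libraries, which differed in depth. Spearman's rho there was −0.028, within the simulated −0.158 to 0.142. From means of 200 counts up the class medians for heat shock against oxidative stress did fall, at 0.02, −0.01 and −0.03. In the highest class 33 of 50 genes were below 0. The classes of 20 to 100 and 100 to 200 counts went the other way, at −0.09 and 0.01. A trend of the size that difference in depth would give was not computed, so deduplication at unequal depth was not excluded. No biological explanation was tested.

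Ratios of the 2 stress libraries against the same basal library were correlated across genes. Pearson's r was 0.65 over 314 genes, within the 0.446 to 0.732 that simulated unchanged libraries sharing a basal library gave, so the shared control was enough to account for it. The gene EHI_000260 decided that reading. Without it r was 0.79, above the simulated 0.444 to 0.743. After a cubic trend on the log2 mean count was removed from both sets r was 0.81, against at most 0.736 in simulation. Removing the trend thus did not lower r. Leaving out a gene seen to be extreme raised the observed r, whereas the simulated sets kept their own extremes. Reads shared between genes were not simulated and would widen the range. Whether the shared control accounts for all of the likeness is therefore not settled. Any likeness beyond the shared control may reflect a basal library that differed from both others in its preparation, or a response common to the stresses. With 1 basal library these are not separated.

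With EHI_000260 left out, the stress libraries differed from each other by less than most simulated pairs of unchanged libraries. With that gene, the SD of their log2 ratios was 0.155, above the simulated 0.104 to 0.149. By this measure the reading depends on leaving EHI_000260 out. Over 313 genes, without EHI_000260, the variance of heat shock against oxidative stress was 0.814 of the binomial variance. A value as low arose in 13 of 2000 simulated pairs, whose central 95% was 0.846 to 1.16. Leaving out a gene seen to be extreme lowered the observed variance, whereas the simulated pairs kept their own extremes. Reads shared between genes were not simulated and would widen that range. The 13 of 2000 may therefore overstate how unusual the value was. For oxidative stress against basal growth the corresponding value was 1.42 and for heat shock against basal growth 1.88, both above 100 simulated pairs. Independent draws of reads are thus not a full description of the counts. Collapsing duplicates could narrow the spread, most of all in the genes sampled deepest. The value was 0.789 in genes with means of 400 and above and 0.845 in those below, which goes in that direction but differs by less than the simulated spread, so deduplication was neither shown nor excluded. The counting intervals in the report may therefore be somewhat too wide for this pair. No biological explanation was tested.

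Genes rich in antisense small RNAs lay next to each other. Neighbours were taken as genes that follow one another in the RefSeq table, with rising start positions and locus tags 10 apart. Among 313 of the 314 genes there were 188 neighbouring pairs, which took in 240 genes or 76.7%. In 10000 random sets of as many listed genes the median was 11 pairs and the highest 26. The genes formed 52 runs, of which 20 held at least 5 genes, and the longest held 12 genes from EHI_074490 to EHI_074600. Reads shared by tandem copies would make neighbours' counts alike. The median absolute log2 ratio of mean counts within pairs was 1.06, near the 1.09 of random pairs, and 0 pairs had identical counts. This argues against reads shared between neighbours as the whole cause. It cannot decide on reads shared between copies that lie in different runs, which would leave neighbours' counts unlike. Neighbours' ratios against basal growth were not related, with r across pairs of 0.09 for oxidative stress (−0.220 to 0.218 when shuffled) and 0.05 for heat shock (−0.330 to 0.211). Whether silenced regions span several genes was not tested here.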
